A study of Mus musculus with 144 samples. Its data were reported in "Single-cell transcriptomics reveals a mechanosensitive injury signaling pathway in early diabetic nephropathy" (2023).

How the data were processed

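RNA was sequenced in bulk from 3 cell types sorted out of isolated mouse glomeruli by fluorescence: mesangial cells, podocytes and glomerular endothelial cells (gECs). The mice were BTBR ob/ob animals, which lack functional leptin and become obese and diabetic, and BTBR wild-type (WT) animals. Both carried a podocyte reporter, and both sexes were taken at 6, 12 and 18 weeks of age. Each combination of cell type, genotype and age held 8 libraries at 6 and 12 weeks and 7 at 18 weeks, which makes 138 libraries from sorted cells. A separate experiment compared glomeruli from C57BL/6 kidneys perfused ex vivo (n = 3) with glomeruli from unperfused kidneys (n = 3). The study describes these mice as male, but perfused 3 and unperfused 3 had Xist at 514 and 608 CPM and Ddx3y at 0.0 and 0.0467 CPM, the pattern of females. Libraries 1 and 2 of both groups had the pattern of males (Xist at most 0.694 and Ddx3y at least 32.8 CPM). Sorted cells and perfused glomeruli came from different strains and library kits and were never placed in the same model.

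According to the methods and processing notes of the study, the authors checked reads with FastQC 0.11.5 and aligned them to the mouse genome with Bowtie2 2.3.3.1 inside RSEM 1.3.0. The deposited tables give RSEM expected counts, an estimate of the reads per gene with no normalization. They also give TPM, a transcript abundance that the authors' RSEM run scaled by gene length and to a common sum. Of the 46517 gene entries, 46005 were matched to GENCODE M21 on GRCm38 for their positions, and 197 shared a symbol with another entry and were named by their identifier. The annotation release behind the deposited counts was not stated. Older symbols in the tables were kept (Ctgf for Ccn2, Cyr61 for Ccn1, Mkl1 and Mkl2 for Mrtfa and Mrtfb).

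Total counts per library ranged from 14.8 to 38.1 M (M for mega) in the sorted libraries and from 21.2 to 22.7 M in the perfusion libraries. The median depth was 28.2 M at 6 weeks, 29.05 M at 12 weeks and 17.5 M at 18 weeks, so age and depth went together, and no labels separated the age from the time of collection or sequencing. Within an age, WT and ob/ob libraries overlapped in depth.

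Expected counts were rounded to whole numbers, filtered with filterByExpr and scaled with TMM factors in edgeR 4.0.16 (R 4.3.3, with data.table, version 1.17.8). For each cell type, a model of the 6 groups of genotype by age with sex as an additive term was fitted to its 46 libraries. Genes were tested with edgeR's quasi-likelihood test, and p values were adjusted by the Benjamini-Hochberg method over all tested genes of a comparison. A gene was called changed at an adjusted p under 0.05. The same models tested whether the ob/ob effect at 18 weeks differed from that at 6 weeks. Models of genotype by sex, with age as an additive term, tested whether it differed between females and males. One model of all 138 libraries, with sex within cell type, tested whether the effect averaged over ages differed between cell types. It has no term for the mouse, although libraries of different cell types with the same genotype, age, sex and number had residuals that correlated by 0.06 to 0.096 on average. Perfused and unperfused glomeruli were compared in a model of their own 6 libraries without a block, as set beforehand. The study took the control from the other kidney of the same mouse, and the sexes read from Xist match within each replicate number, so the numbers are taken to pair these libraries. Residuals of paired libraries correlated at 0.463, -0.01 and 0.654, so the 2nd pair shows no shared deviation, and perfused 2 correlated best with unperfused 1 (0.543). Values with the pair as a block are given where they change a call or move a count by over 1.5 times. All tests were two-sided. Values per group are CPM (counts scaled to a common library total) after TMM scaling, given as mean ± SD, and log2 fold changes are given ± SE.

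A total of 17 gene lists were fixed from textbook knowledge: targets of the actin-regulated MRTF/SRF coactivators, YAP/TEAD targets, basement membrane, interstitial matrix, TGF-beta and BMP signalling, immediate early genes, NF-kB inflammation, interferon response, MHC class I, oxidative phosphorylation, glycolysis, cholesterol synthesis, fatty acid metabolism with PPAR targets, proliferation, unfolded protein response, angiogenic signalling and NRF2 antioxidant genes. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 on log2 CPM in each of the 10 comparisons, adjusted over all 170 tests, and repeated with an estimated correlation and with fry. Members were also counted after adjustment over the list alone. A further 13 lists held markers of podocytes, mesangial cells, gECs, other endothelium, smooth muscle, renin cells, parietal epithelium, proximal tubule, distal nephron, immune cells, neutrophils, erythroid cells and fibroblasts. Acta2 and Tagln are named by the study on these same samples, so for them the MRTF/SRF list is not independent evidence.

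Genes were named by a rule. Per cell type, these were the 8 highest and the 8 lowest mean log2 fold changes among genes called with the same sign at all 3 ages, with a mean log2 CPM of at least 3 and a symbol that was not a predicted gene, Rik or ribosomal pseudogene name. For perfusion, the 10 highest and 10 lowest were taken among called genes with the same limits on expression and symbol whose 3 perfused libraries all lay on one side of the 3 unperfused ones. Up to 4 members with the smallest adjusted p were taken per list, and, with the same limits, the 4 smallest p per interaction. Lep, Acta2, Tagln, Myl9, Ctgf, Cyr61, Ankrd1, Srf, Mkl1, Mkl2, Yap1, Nt5e and Podxl were always looked up. The groups, models, gene lists, naming rule and alternatives were set before the data were examined.

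The alternatives were RLE factors, no filter on low counts, DESeq2 1.42.0, the deposited TPM as log2(TPM + 1) with limma, no sex term, each age modelled alone, the replicate number as a block, removal of genes within 10 Mb of Lep, a covariate of summed smooth muscle, proximal tubule and immune markers, the MRTF/SRF list without Acta2, Tagln, Myh11 and Cnn1, and leaving out each perfusion library in turn. Removal of the libraries that stand apart, removal of ob/ob male 1 at 18 weeks alone, thinning of all sorted libraries to the lowest depth and a covariate of glomerular markers were added after seeing the data. FPKM values were not used. Genes near Lep were compared with the rest by Fisher's exact test. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9.

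The models were tested on simulated data with the depth and spread of these libraries, in which 200 genes changed 1.5, 2 or 4-fold. At 12 weeks, changes of 2-fold were recovered for 89.6% of genes in each cell type and changes of 1.5-fold for 79.1% in mesangial cells, 80.6% in podocytes and 65.7% in gECs. With the 3 against 3 perfusion libraries, 3.0% of 1.5-fold, 17.9% of 2-fold and 84.8% of 4-fold changes were recovered. Of the calls made, 4.3%, 8.6%, 4.0% and 7.9% were false in mesangial cells, podocytes, gECs and perfusion. The 200 simulated genes are fewer than the real comparisons with WT or unperfused libraries called (2736 with perfusion). The adjustment was therefore stricter in the simulation, and the recovered shares may not carry over to the real data. In 138 of 138 sorted libraries, though not in 2 of the 6 perfusion libraries as described above, the stated sex matched Ddx3y and the side on which Xist lay. However, mesangial ob/ob female 4 at 12 weeks had Xist at 21.3 CPM, far below the pattern of females, where the other mesangial females had at least 312 CPM, the podocyte and gEC libraries of that number 2465 and 996 CPM, and males at most 10.7 CPM. That library had Ddx3y at 0.0 CPM. No library was a copy of another among the 468 pairs of libraries within groups.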

Results

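Gene expression was measured by bulk RNA sequencing in mesangial cells, podocytes and gECs of BTBR ob/ob and BTBR WT mice, with 8 libraries per group at 6 and 12 weeks of age and 7 at 18 weeks. Isolated glomeruli from perfused and unperfused kidneys added 3 libraries each. The 138 sorted libraries held 14.8 to 38.1 M counts and between 17975 and 23532 detected genes, and the perfusion libraries held 21.2 to 22.7 M counts. The markers used for sorting separated the cell types. Nt5e, the surface enzyme CD73, had 694 ± 104 CPM in mesangial cells (SD, n = 46), 1.57 ± 1.17 in podocytes (SD, n = 46) and 17.5 ± 7.00 in gECs (SD, n = 46). Podxl, which encodes the sialoprotein podocalyxin, had 19380 ± 1346 CPM in podocytes (SD, n = 46), 3715 ± 649 in gECs (SD, n = 46) and 29.5 ± 22.3 in mesangial cells (SD, n = 46). Cell type accounted for 99.5% of the first principal component of the sorted libraries, which held 62.2% of their variance. Lep, the gene disrupted in ob/ob mice (GRCm38 chromosome 6, 29060220 to 29073877), was not informative, since no sorted library held more than 4 Lep counts and 8 of all 144 libraries held any.

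In mesangial cells, ob/ob and WT mice were compared at each age to ask how the glomerular pericyte changes during diabetes. The actin gene Acta2, the actin-binding gene Tagln and matrix genes such as Col12a1 and Col4a2 rose at all ages. The ephrin receptor gene Ephb1 and the matrix gene Postn (periostin) fell. Ogn, which encodes the matrix proteoglycan osteoglycin (ENSMUSG00000021390, chromosome 13, 49608046 to 49624501), rose at 6 weeks from 1.38 ± 0.508 CPM in WT (SD, n = 8) to 13.1 ± 6.26 CPM in ob/ob (SD, n = 8). At 12 weeks it went from 0.961 ± 0.486 to 21.6 ± 5.53 CPM (SD, n = 8 each) and at 18 weeks from 0.839 ± 0.283 to 14.1 ± 6.84 CPM (SD, n = 7 each). Acta2, the smooth muscle actin gene (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590), rose from 10.5 ± 3.74 to 77.8 ± 30.5 CPM at 6 weeks (SD, n = 8 each). Ephb1 (ENSMUSG00000032537, chromosome 9, 101922128 to 102354693) fell at 6 weeks from 67.5 ± 9.02 to 10.5 ± 3.37 CPM (SD, n = 8 each) and at 18 weeks from 65.2 ± 8.51 to 3.06 ± 1.86 CPM (SD, n = 7 each).

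The number of genes called in mesangial cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 2313 at 6 weeks (1476 higher and 837 lower in ob/ob), 4040 at 12 weeks (1879 higher, 2161 lower) and 3471 at 18 weeks (1990 higher, 1481 lower), of 17953 tested. Changes of at least 2-fold made up 309, 802 and 738 of these. A total of 1470 genes were called with the same sign at all 3 ages, and 1 was called at all ages with signs that differed. Ogn had log2 fold changes of 3.25 ± 0.30, 4.50 ± 0.32 and 4.06 ± 0.35 at 6, 12 and 18 weeks (adjusted p = 5.73e-11, 5.8e-15 and 2.66e-12), with all 8, 8 and 7 ob/ob libraries above the WT median. The other genes that rose most over the 3 ages were Spon2, a secreted matrix protein (4.08 at 12 weeks), Angpt4, an angiopoietin (4.11), Ptprq, a receptor phosphatase (4.09), C1qtnf3 (3.44), Elmod1 (2.87), Tmtc1 (3.68) and Clca3a1 (3.18). Those that fell most were Ephb1 (log2 fold change -4.24 at 12 weeks), Gfpt2, an enzyme of the hexosamine pathway (-3.50), Postn (-3.51), Tmem132e (-3.04), Kcnj8, a potassium channel subunit (-3.19), Vdr, the vitamin D receptor (-2.65), Camk2a (-2.26) and Wt1os (-1.97). Each of these 16 genes moved the same way in all ob/ob libraries relative to the WT median at every age.

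**Figure D1:**
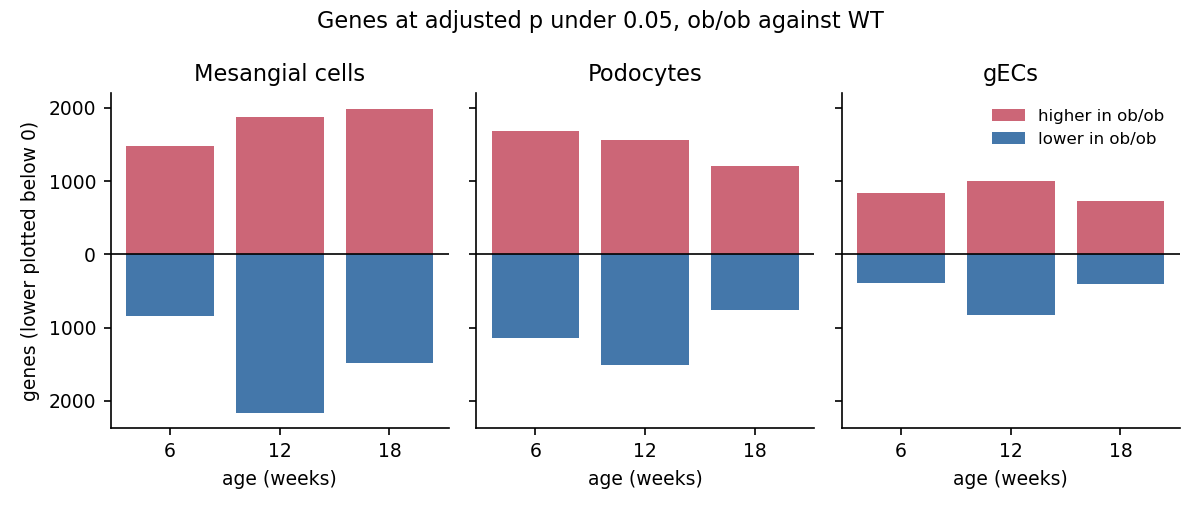
Number of genes called higher (above 0) and lower (below 0) in ob/ob than in WT cells, per sorted cell type and age in weeks. Mesangial cells at 12 weeks have the most calls (4040) and gECs at 18 weeks the fewest (1131).

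Among the MRTF/SRF targets, 22, 22 and 16 of 30 measured genes rose in mesangial cells at 6, 12 and 18 weeks and none fell. Adjusted over the list alone these were 25, 25 and 19 higher, with 1 lower at 18 weeks. Acta2 had log2 fold changes of 2.82 ± 0.33, 3.19 ± 0.33 and 2.19 ± 0.35, the actin-binding gene Tagln 2.64, 2.26 and 1.61, and Lmod1, a gene of smooth muscle thin filaments, 2.17, 3.39 and 2.35. Fhl1 (0.89, 0.83 and 0.75) and Myl9, the regulatory myosin light chain (0.56, 0.38 and 0.32), rose less. Camera called the list higher at each age (median log2 fold change 0.53, 0.42 and 0.34), but with an estimated correlation the adjusted p was 0.0729, 0.175 and 0.34. Acta2 and Tagln were singled out by the study on these libraries, so their part of the list is not independent evidence. The smooth muscle markers as a list were not called (2 of 7 higher at each age, with 0, 2 and 3 lower), and Myh11, the smooth muscle myosin, looked up after the values were seen, had log2 fold changes of -0.98, 0.04 and 0.05 that were not called. Mkl1, one of both MRTF genes, rose by 0.37, 0.25 and 0.29, and Mkl2 by 0.51 at 12 and 0.44 at 18 weeks. Srf (0.06, 0.38 and -0.20), Yap1 (0.06, 0.08 and 0.05) and Ctgf (-0.04, 0.03 and -0.07) were not called at any age. Of 21 YAP/TEAD targets, 7 rose and 1 fell at 6 weeks, 8 rose and 4 fell at 12 weeks, and 6 rose and 7 fell at 18 weeks (adjusted over the list alone 7 and 2, 9 and 4, 6 and 8). The list was called higher at 6 and 12 weeks (adjusted p = 0.364 and 0.441 with an estimated correlation) and not at 18 weeks. Its member Ankrd1 rose by 2.03, 2.23 and 1.48, while Cyr61 was not called at 6 and 12 weeks and fell by 0.54 at 18 weeks.

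Matrix genes also moved in mesangial cells. Of 17 basement membrane genes, 11, 11 and 7 rose and 0, 0 and 2 fell at 6, 12 and 18 weeks (12, 11 and 8 higher adjusted over the list alone). Of 25 interstitial matrix genes, 14, 17 and 14 rose and 3, 4 and 4 fell (15, 17 and 15 higher adjusted over the list alone). Col4a2, a chain of the main basement membrane collagen, rose at 6 weeks from 4751 ± 744 to 8047 ± 548 CPM (SD, n = 8 each), and Nid1 (0.75), Nid2 (1.18) and Col18a1 (1.69) rose with it. Col12a1, a fibril-associated collagen, rose at 6 weeks from 248 ± 49.6 to 915 ± 191 CPM (SD, n = 8 each) and had log2 fold changes of 1.88, 2.98 and 3.18. At 6 weeks the calls of both lists held with an estimated correlation (adjusted p = 0.0128 for basement membrane and 0.042 for interstitial matrix). At 12 and 18 weeks that adjusted p was 0.0983 and 0.34 for basement membrane and 0.0632 and 0.148 for interstitial matrix with an estimated correlation. The interstitial list did not move as 1 block, since Postn fell at every age.

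Other lists were called in mesangial cells at 1, 2 or all 3 ages. At 18 weeks, 16 of 24 immediate early genes fell and none rose (17 adjusted over the list alone, adjusted p = 0.175 with an estimated correlation), among them Fosb (-1.13), Jun (-0.91), Fos (-0.75) and Dusp1 (-0.73). At 6 weeks 3 of them fell (adjusted p = 0.605 with an estimated correlation), and at 12 weeks 2 rose, 2 fell and the list was not called. Proliferation genes rose in number at 6 weeks (7 of 25 higher, none lower) and 12 weeks (10 higher, 2 lower), with adjusted p = 0.39 and 0.532 with an estimated correlation. Mki67, a marker of cycling cells, rose at 6 weeks from 37.8 ± 21.9 to 90.8 ± 17.4 CPM (SD, n = 8 each). Genes of the unfolded protein response rose at 6 weeks (10 of 19, such as Pdia6 0.82 and Hsp90b1 0.57, adjusted p = 0.299 with an estimated correlation). NF-kB genes rose at 12 weeks (7 of 18, such as Icam1 1.61 and Cxcl2 2.54, adjusted p = 0.395 with an estimated correlation). At the same age 10 of 22 cholesterol synthesis genes fell and 1 rose (Insig1 -1.09, Cyp51 -0.84, adjusted p = 0.364 with an estimated correlation). MHC class I genes rose at each age (3, 10 and 7 of 14, such as H2-Q7 0.84, 1.49 and 1.32, with 1 member lower at 18 weeks), as did interferon genes (5, 8 and 6 of 20, Oasl2 0.59, 0.89 and 0.87). With an estimated correlation their adjusted p lay between 0.39 and 0.523. NRF2 genes rose (7, 8 and 11 of 20, with 1 lower at 18 weeks), led by the glutathione peroxidase gene Gpx3 (2.37, 1.90 and 3.06; adjusted p = 0.2, 0.312 and 0.186 with an estimated correlation). TGF-beta and BMP genes were called higher at each age (5, 6 and 7 of 17 rose and 1 fell, such as Bmp2 0.90, 1.14 and 1.37). Their adjusted p was 0.19, 0.19 and 0.284 with an estimated correlation, and at 18 weeks the list's median (0.09) turned below 0 with the deposited TPM. Angiogenic genes were called higher at 6 and 12 weeks (8 of 24 higher and 2 lower, then 9 and 3; adjusted p = 0.364 and 0.395 with an estimated correlation). Glycolysis genes were called higher at 6 and 18 weeks (1 and 7 of 18 rose; adjusted p = 0.217 and 0.299 with an estimated correlation). Oxidative phosphorylation and fatty acid genes were not called at any age.

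With the deposited TPM the mesangial call count at 6 weeks was 1522, and the share of calls that were higher at 18 weeks was 36.3% in place of 57.3%. At 12 weeks 46.5% of calls were higher. More calls were higher than lower with RLE factors (51.2%), DESeq2 (51.5%), each age modelled alone (53.6%) and the replicate number as a block (56.9%). Most were lower with no filter (49.9% higher), no sex term (47.8%) and the deposited TPM (44.4%). The same held with the covariate of smooth muscle, tubule and immune markers (48.8%) and without the libraries that stand apart (48.4%).

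**Figure D2:**
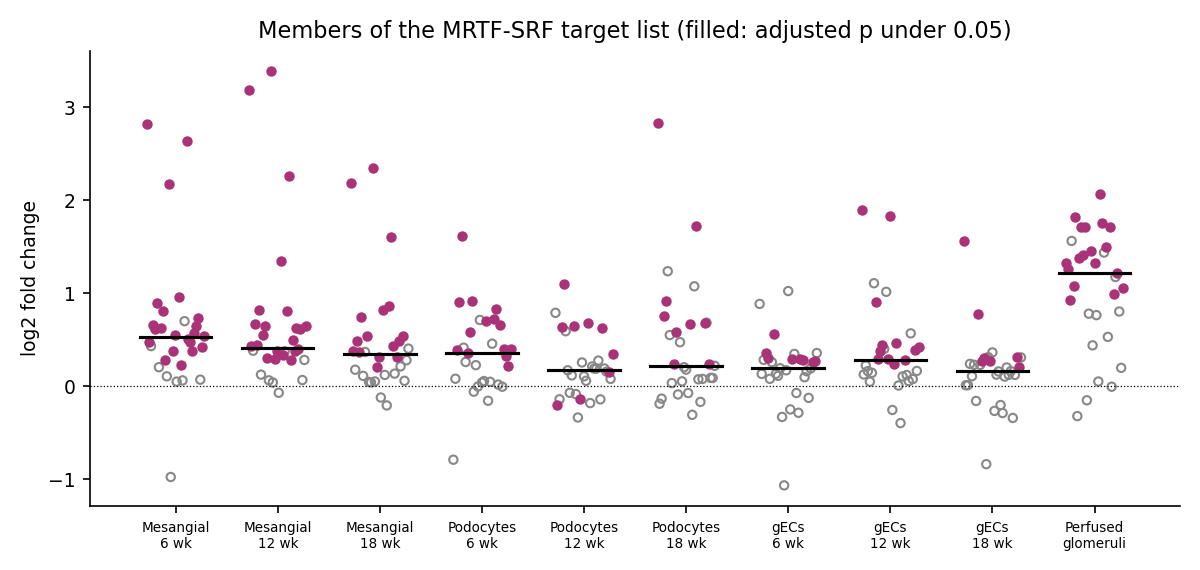
Log2 fold change (vertical axis) of each measured MRTF/SRF target in each comparison of ob/ob with WT cells and of perfused with unperfused glomeruli. Filled points are called genes and the bars are medians, which lie at 0.53, 0.42 and 0.34 in mesangial cells at 6, 12 and 18 weeks and at 1.22 in perfused glomeruli.

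Podocytes, the epithelial cells of the filter, were compared in the same way. Their median mitochondrial share was 7.72% in WT and 9.12% in ob/ob at 6 weeks, and 7.66% and 10.1% at 12 weeks. At 18 weeks it was 8.48% and 11.7%, and the groups did not overlap (highest WT 8.92%, lowest ob/ob 9.84%). In sorted libraries most of this share was mitochondrial ribosomal RNA, such as 9.50% of all counts in podocyte ob/ob male 1 at 18 weeks. Genes that podocytes of WT mice barely expressed rose in ob/ob podocytes from 6 weeks on, while the podocyte surface gene Podxl was not called at any age (log2 fold change 0.06, 0.02 and 0.10). Spon2 (ENSMUSG00000037379, chromosome 5, 33198184 to 33218455) rose from 0.716 ± 0.721 to 10.7 ± 4.63 CPM at 6 weeks (SD, n = 8 each) and from 0.656 ± 0.512 to 39.2 ± 24.5 CPM at 18 weeks (SD, n = 7 each). Thbd, which encodes the anticoagulant receptor thrombomodulin (ENSMUSG00000074743, chromosome 2, 148404466 to 148408188), rose from 2.22 ± 1.31 to 38.9 ± 15.5 CPM at 6 weeks (SD, n = 8 each). Tlr7, a receptor for single-stranded RNA (ENSMUSG00000044583, chromosome X, 167304929 to 167330558), fell from 33.7 ± 7.26 to 7.30 ± 2.80 CPM at 6 weeks (SD, n = 8 each).

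In podocytes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2826 genes at 6 weeks (1683 higher, 1143 lower), 3075 at 12 weeks (1561 higher, 1514 lower) and 1963 at 18 weeks (1205 higher, 758 lower), of 17366. Of these, 992 were called at all 3 ages with 1 sign. The log2 fold changes of Spon2 were 3.99 ± 0.41, 4.93 ± 0.40 and 5.80 ± 0.47 (adjusted p = 2.37e-10, 2.51e-13 and 7.46e-13), and all 8, 8 and 7 ob/ob libraries lay above the WT median. The other top genes at 12 weeks were Thbd (5.03), Lgals3, which encodes galectin-3 (4.86), Clu, the secreted chaperone clusterin (3.68), Gdnf, a neurotrophic factor (3.19), Cubn, an endocytic receptor that is also among the proximal tubule markers (2.99), Epha6 (2.77) and Mustn1, also a smooth muscle marker (2.71). Genes that fell most at all ages were Creg2 (-2.64 at 12 weeks), Tlr7 (-1.99), Ptpru (-2.03), Hspb1, a small heat shock protein (-1.84), Lypd1 (-1.57), Cacna2d2 (-1.64), Angptl7 (-1.47) and Ctsh (-1.43).

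By group, glycolysis was the list whose podocyte call at 6 weeks held with an estimated correlation (adjusted p = 0.0339). There 12 of 18 genes rose and none fell (12 higher and 1 lower adjusted over the list alone), including Gapdh (0.87), Pkm (0.81) and Tpi1 (0.73). At 12 and 18 weeks 7 of 18 rose (8 and 9 adjusted over the list alone; adjusted p = 0.186 and 0.0551 with an estimated correlation). Interstitial matrix genes were not called as a list at 6 weeks (5 higher, 2 lower). They rose at 12 weeks (9 of 24, with 1 lower; adjusted p = 0.186 with an estimated correlation) and at 18 weeks (13 of 24, with 1 lower, and 16 higher adjusted over the list alone), where the call held with an estimated correlation (adjusted p = 0.0118). Of the MRTF/SRF targets, 14, 7 and 9 of 29 rose and 0, 2 and 0 fell (15, 7 and 12 higher adjusted over the list alone). Their median was 0.36, 0.17 and 0.22, with adjusted p = 0.0962, 0.485 and 0.217 with an estimated correlation. With the covariate of smooth muscle, tubule and immune markers 5 of 31 rose at 18 weeks (median 0.27). Csrp1 (1.62), Itga5 (0.91) and Cnn2 (0.91) led at 6 weeks, whereas Acta2 (-0.79 and 0.79) and Tagln (0.46 and 0.19) were not called at 6 and 12 weeks and rose at 18 weeks (2.83 and 1.73). Acta2 and Tagln are themselves among the 4 of 7 smooth muscle markers higher in ob/ob podocytes at 18 weeks, with Mustn1 and Ntrk3. Of the proximal tubule markers 5 of 8 were higher (adjusted p = 0.392 for smooth muscle and 0.504 for tubule with an estimated correlation). Without ob/ob male 1 these were 4 of 7 and 1 of 8, with medians of 0.56 and 1.03 in place of 0.48 and 1.70. Of 20 YAP/TEAD targets 7, 9 and 8 rose and 1, 4 and 0 fell (adjusted p = 0.2, 0.299 and 0.0598 with an estimated correlation), and the median at 6 weeks (0.10) turned below 0 with the deposited TPM. Among them Ctgf rose at 6 weeks from 581 ± 172 to 1164 ± 238 CPM (SD, n = 8 each) and had log2 fold changes of 1.02, 1.02 and 1.15. Iqgap1, a scaffold of the actin cytoskeleton, rose at 6 weeks from 808 ± 158 to 2309 ± 304 CPM (SD, n = 8 each).

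Basement membrane genes moved both ways in podocytes. At 12 weeks 7 of 17 rose and 3 fell, and at 18 weeks 6 rose and none fell (adjusted p = 0.46 and 0.19 with an estimated correlation), with 5 higher, 4 lower and no list call at 6 weeks. Col4a1 rose at each age (1.29, 1.77 and 1.53), and Lamb2, a laminin of the mature filter, fell at 12 weeks (-0.33). Of the podocyte markers, 2, 1 and 2 of 14 rose and 7, 5 and 3 fell (median -0.15, -0.10 and -0.03), and the list was called lower at 6 weeks (adjusted p = 0.544 with an estimated correlation). Immediate early genes fell at 18 weeks (9 of 23, with 1 higher; adjusted p = 0.39 with an estimated correlation), such as Ier2 (-0.96) and Jun (-0.74). At 6 weeks 10 of 22 cholesterol synthesis genes rose and 1 fell (Sc5d 0.41, Msmo1 0.38; adjusted p = 0.186 with an estimated correlation). At that age 11 of 36 oxidative phosphorylation genes (median 0.15; adjusted p = 0.395 with an estimated correlation) and 9 of 20 NRF2 genes also rose (1 fell; adjusted p = 0.175 with an estimated correlation). At 12 weeks angiogenic genes were called higher (7 of 21, with 2 lower) and genes of the unfolded protein response lower (1 rose and 4 of 19 fell), with adjusted p = 0.39 and 0.52 with an estimated correlation. Oxidative phosphorylation was called lower at that age (median -0.08, 1 higher and 2 lower; adjusted p = 0.74 with an estimated correlation). At 18 weeks TGF-beta and BMP genes were called higher (4 of 16, with 1 lower; adjusted p = 0.175 with an estimated correlation). Cholesterol, fatty acid and NRF2 genes were also called higher at 18 weeks (4, 4 and 3 members; adjusted p = 0.364, 0.363 and 0.46 with an estimated correlation), and all 3 medians turned below 0 with the deposited TPM. NF-kB, interferon, MHC class I and proliferation lists were not called in podocytes at any age.

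The podocyte count at 18 weeks was 917 with the covariate of smooth muscle, tubule and immune markers and 3592 with the deposited TPM, which shifted the median of all genes by -0.13 at that age. With TPM the share of podocyte calls that were higher was 34.4% at 6 weeks in place of 59.6%, and 17.5% at 18 weeks in place of 61.4%. That alternative changes the scaling, the log transform and the test together.

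In gECs, the question was how the glomerular capillary lining differs between ob/ob and WT mice. The median mitochondrial share of these libraries was 7.66% in WT and 7.67% in ob/ob at 6 weeks. At 12 weeks it was 7.45% and 8.98%, and at 18 weeks 7.72% and 8.60%. The groups overlapped at 12 weeks (highest WT 9.715%, lowest ob/ob 7.873%) and at 18 weeks (highest WT 8.197%, lowest ob/ob 7.845%). Plvap and Sele rose at all ages. Plvap, which forms the diaphragms of fenestrae and caveolae (ENSMUSG00000034845, chromosome 8, 71497765 to 71511752), rose from 23.8 ± 4.38 to 52.9 ± 18.2 CPM at 6 weeks (SD, n = 8 each), from 19.3 ± 6.48 to 160.5 ± 55.7 CPM at 12 weeks (SD, n = 8 each) and from 18.7 ± 3.33 to 179 ± 60.1 CPM at 18 weeks (SD, n = 7 each). Sele, the adhesion molecule E-selectin (ENSMUSG00000026582, chromosome 1, 164048234 to 164057677), rose from 114 ± 32.0 to 652 ± 309 CPM at 12 weeks (SD, n = 8 each). Brinp2 (ENSMUSG00000004031, chromosome 1, 158245269 to 158356326) fell from 14.2 ± 2.62 to 2.76 ± 1.38 CPM at 12 weeks (SD, n = 8 each).

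In gECs, 1233 genes were called at 6 weeks (836 higher, 397 lower), 1833 at 12 weeks (1001 higher, 832 lower) and 1131 at 18 weeks (732 higher, 399 lower), of 18305, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At all 3 ages 445 genes were called with 1 sign. Plvap had log2 fold changes of 1.15 ± 0.20, 3.05 ± 0.22 and 3.25 ± 0.24 (adjusted p = 0.000164, 4.76e-14 and 1.48e-13), with every ob/ob library above the WT median. The other genes that rose most, given at 12 weeks, were Serpine2, a protease inhibitor that is also a mesangial marker (2.32), Plxnc1 (1.88), the proteoglycan Bgn (2.33), Igfbp3 (2.33), the elastic fibre gene Fbln5 (2.41), Sost, an inhibitor of Wnt signalling (1.96), and Sele (2.51). Those that fell most were Brinp2 (-2.41), Wnk2 (-1.38), Tgfbi (-1.77), Scn7a (-1.45), Epn3 (-1.36), Erc2 (-1.52), Adamts16 (-1.38) and Pla2g7 (-1.61).

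NF-kB and matrix genes rose together in gECs at 12 weeks. Of 20 NF-kB genes, 15 rose and none fell (16 adjusted over the list alone), including Sele, Vcam1 (2.65) and Selp (2.89), and the call held with an estimated correlation (adjusted p = 0.035). The list was also called at 6 and 18 weeks, where 1 and 5 genes rose (adjusted p = 0.611 and 0.364 with an estimated correlation). Of 24 interstitial matrix genes, 6, 15 and 12 rose and none fell (11, 17 and 13 higher adjusted over the list alone). That call held at 12 and 18 weeks with an estimated correlation (adjusted p = 0.00982 and 0.035) and not at 6 weeks (0.182 as the adjusted p). Fn1, fibronectin, rose at 12 weeks from 13.3 ± 4.54 to 93.9 ± 56.9 CPM (SD, n = 8 each). Of 29 MRTF/SRF targets, 8, 12 and 7 rose and none fell (14, 15 and 9 higher adjusted over the list alone). At 12 weeks the call held with an estimated correlation (adjusted p = 0.042, median 0.29), but not at 6 and 18 weeks (adjusted p = 0.175 and 0.19). Filip1l (0.56, 0.91 and 0.78) and Vcl (0.26, 0.39 and 0.32) rose at each age and Acta2 at 12 and 18 weeks (1.89 and 1.56), while Tagln (-0.28, -0.40 and -0.29), Srf (-0.07, 0.01 and -0.20) and Ctgf (0.33, 0.26 and 0.29) were not called. YAP/TEAD targets were called higher at 12 weeks alone (5 of 20 rose, 1 fell; adjusted p = 0.486 with an estimated correlation), with 2 higher and 2 lower at 6 weeks and 5 and 1 at 18 weeks. Cyr61 rose by 1.11 at 12 and 0.64 at 18 weeks, and Nt5e fell by 0.56, 0.78 and 0.87.

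Markers of endothelium outside the glomerulus moved with the genotype in the same gEC libraries. Of 4 measured, 1, 4 and 4 were higher in ob/ob (median 0.74, 2.32 and 2.29; adjusted p = 0.447, 0.00118 and 0.0016 with an estimated correlation), and Plvap is one of them. Plvap was more abundant in the mesangial libraries, at 453 ± 55.4 CPM in WT at 6 weeks (SD, n = 8), where it fell by 0.44, 0.61 and 0.38. Mesangial markers were called higher in gECs at 12 weeks (2 of 6, median 1.41; adjusted p = 0.642 with an estimated correlation). TGF-beta and BMP genes rose (8, 7 and 5 of 16, with 1, 2 and 2 lower), such as Smad6 (0.88, 1.02 and 0.99) and Smad7 (0.43, 0.63 and 0.47), with adjusted p = 0.175, 0.164 and 0.196 with an estimated correlation. Angiogenic genes rose (5, 9 and 5 of 24, with 0, 2 and 1 lower; adjusted p = 0.364, 0.0632 and 0.19 with an estimated correlation), such as Eng (0.65, 0.82 and 0.81) and the vasoconstrictor gene Edn1 (0.70, 1.88 and 1.62). Proliferation genes rose at 6 weeks (15 of 25) and 12 weeks (5 of 25), with Tpx2 at 1.47 and 0.96 and adjusted p = 0.217 and 0.523 with an estimated correlation. Glycolysis (2, 5 and 4 of 18 higher) and NRF2 genes (2, 2 and 1 of 20) were called higher at each age, with adjusted p between 0.19 and 0.462 with an estimated correlation. Immediate early genes rose at 12 weeks (5 of 24, adjusted p = 0.364 with an estimated correlation). MHC class I genes were called higher at 12 and 18 weeks (5 and 1 of 14; adjusted p = 0.46 and 0.395 with an estimated correlation) and fatty acid genes too (4 higher and 1 lower, then 3 higher; adjusted p = 0.39 and 0.306 with an estimated correlation), the latter with a median below 0 at 18 weeks with the deposited TPM. Oxidative phosphorylation was called higher at 6 and 18 weeks (2 and 0 of 36; adjusted p = 0.485 and 0.486 with an estimated correlation), the unfolded protein response at 6 weeks (3 of 19; 0.486 as the adjusted p) and interferon genes at 18 weeks (1 of 20; 0.614 as the adjusted p). Cholesterol synthesis was called lower at 6 and 12 weeks (3 of 22 lower at each; adjusted p = 0.52 and 0.473 with an estimated correlation). Basement membrane genes were not called at any age.

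Without the 5 gEC libraries that stand apart from their groups (female 3 of ob/ob at 6 weeks, female 2, male 1 and male 2 of WT at 12 weeks, and male 1 of ob/ob at 18 weeks), a choice made after seeing the data, 3617 genes were called at 6 weeks (56.0% higher in place of 67.8%) and 3965 at 12 weeks. With each age modelled alone 1001 were called at 12 and 1729 at 18 weeks, and with the deposited TPM 702 at 6 weeks and shares higher of 48.7%, 30.8% and 40.7% in place of 67.8%, 54.6% and 64.7%.

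**Figure D3:**
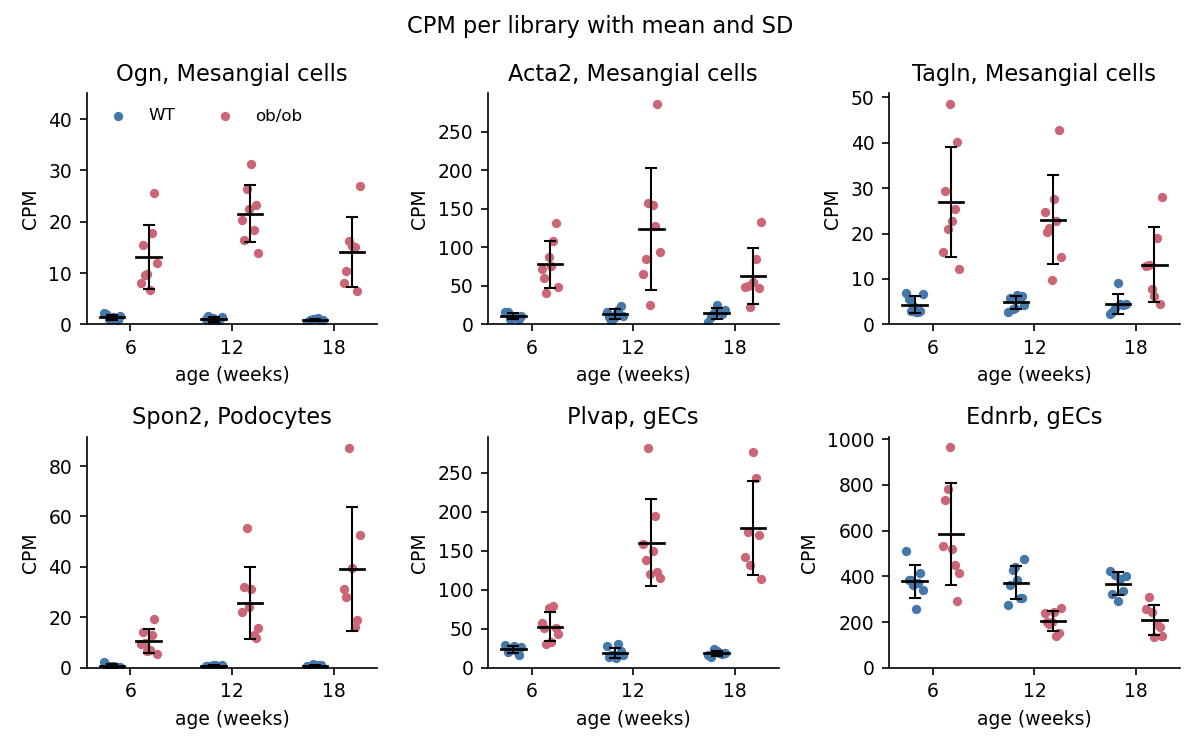
CPM (vertical axis) of named genes in each WT and ob/ob library by age, with mean and SD as bars. Shown are Ogn, Acta2 and Tagln in mesangial cells, Spon2 in podocytes, and Plvap and Ednrb in gECs, where Plvap reaches a mean of 179 CPM in ob/ob mice at 18 weeks and 18.7 CPM in WT.

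Markers of other cell types also moved in the ob/ob comparisons. In mesangial cells 3 of 10 gEC markers, 1 renin cell marker of 2 (Ren1, at 2.03, 2.08 and 2.40, looked up after the values were seen, with the other marker lower at 12 weeks) and the 1 parietal marker were higher at each age, fibroblast markers too (1, 2 and 1 of 3), and neutrophil markers at 6 and 12 weeks (1 and 3 of 4). Of the podocyte markers there, 3, 4 and 3 of 14 were higher and 3, 2 and 7 lower, and of the mesangial markers themselves 2, 1 and 1 of 6 rose and 2, 3 and 3 fell. Proximal tubule markers were higher in mesangial cells (2 of 10) and gECs (3 of 8, with 1 lower) at 18 weeks, but this rests on the libraries of ob/ob male 1. Without them, a choice made after seeing the data, edgeR called 0 of 10 and 0 of 8 higher (0 and 2 at an unadjusted p under 0.05), and the medians went from 1.53 to 0.24 and from 2.01 to -0.21. In podocytes it called 1 of 8 (Cubn) in place of 5, with 3 of 8 higher at an unadjusted p under 0.05 and a median of 1.03 in place of 1.70, so there the shift does not rest on that mouse alone. In podocytes 1 of 2 parietal markers was higher at each age (adjusted p = 0.198 with an estimated correlation at 18 weeks), and at 18 weeks the 1 renin cell marker, 1 of 3 erythroid, 1 of 5 distal nephron and 1 of 2 fibroblast markers were. In gECs 2 of 10 gEC markers rose at each age and 1 fell at 12 weeks, while 1 of 6 immune, 1 of 4 neutrophil and 1 of 2 parietal markers fell at each age (neutrophil list at 18 weeks, adjusted p = 0.396 with an estimated correlation). Without ob/ob male 1 the erythroid and distal nephron calls in podocytes and the immune call in gECs at 18 weeks did not hold, while the medians of these lists stayed on the same side of 0 (4.78 in place of 5.43, 0.85 in place of 1.06, and -0.74 in place of -0.42). In mesangial cells 2 gEC markers in place of 3 were then higher (median 0.10 in place of 0.23). There 5 podocyte markers in place of 7 were lower, and 0 markers of other endothelium in place of 1. Ren1 stayed called, with a renin cell median of 0.424 in place of 0.925.

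Some ob/ob effects differed between 18 and 6 weeks. In mesangial cells the effect on Ltbp4, a matrix protein that binds latent TGF-beta, went from -0.69 to -1.81 (difference -1.12 ± 0.15, adjusted p = 3.6e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every ob/ob library below the WT median at both ages. Postn went from -1.76 to -3.52, Mustn1 from 0.33 (not called) to -0.91 and Aldh1a2, an enzyme of retinoic acid synthesis, from 1.35 to 3.53. In podocytes the rise of Scd1, a fatty acid desaturase, shrank from 2.52 to 0.84, while R3hdml grew from 0.68 to 2.45, and the lipid enzyme genes Acsl1 (-0.23 to 0.30) and Lipe (-0.13, not called, to 0.48) turned upward. In gECs, Cd93 went from 0.61 to 2.09, Plvap from 1.15 to 3.25 and Sparcl1 from -0.26 (not called) to 1.34. Ednrb, the endothelin B receptor (ENSMUSG00000022122, chromosome 14, 103814625 to 103844402), was higher in ob/ob at 6 weeks, at 587 ± 223 against 377.5 ± 71.5 CPM (SD, n = 8 each), and lower at 18 weeks, at 208 ± 65.0 against 367 ± 49.9 CPM (SD, n = 7 each). Such differences were called for 83 genes in mesangial cells, 33 in podocytes and 19 in gECs, and the gEC count is below the 23 that another split of the same libraries gave. Ages differed in depth and could differ in handling, and each age had its own WT libraries.

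The ob/ob effect was also compared between females and males. With edgeR, 1 gene differed in mesangial cells (1467 at an unadjusted p under 0.05), 0 in podocytes (629) and 0 in gECs (794), and the counts with RLE factors and with no filter were likewise 1, 0 and 0. The mesangial gene, named after its values were seen, was Gm37945 (ENSMUSG00000102963, chromosome 9, 102172738 to 102177104), a predicted gene within the span of Ephb1. It had a difference of 5.95 ± 0.94 (adjusted p = 0.00168 in edgeR), which rests on ob/ob libraries with nearly no counts (mean 0.141, 0.134 and 0.0421 CPM at 6, 12 and 18 weeks), so its fitted fold is not a measured size.

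Comparing the cell types directly, the ob/ob effect averaged over ages differed between mesangial cells and podocytes for 4351 genes (1644 with the higher effect in mesangial cells), between mesangial cells and gECs for 3842 (1552 higher in mesangial cells) and between podocytes and gECs for 3081 (1739 higher in podocytes), of 20749. This model takes the libraries as independent, and with the mouse, read from the number, as a block the counts were 4934, 4390 and 3588 (4195, 3703 and 2961 shared). Tmtc1 rose the most in mesangial cells, with an effect of 0.08 ± 0.08 in podocytes and 0.58 ± 0.08 in gECs (mesangial minus podocyte 3.03 ± 0.12, adjusted p = 2.13e-46 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Iqgap1 (1.47 in podocytes, -0.09 in mesangial cells and 0.06 in gECs), the histone deacetylase gene Hdac7 (1.49, -0.04 and -0.02) and Agap1 (1.35, -0.27 and 0.00) rose in podocytes. Cobll1 rose by 1.89 in podocytes against -0.28 in gECs. In gECs the effect was higher for Plvap (2.50 against -0.50 in mesangial cells), Stard13 (1.63 against -0.07), Ucp2, a mitochondrial carrier (0.75 against -0.88), and Slco2a1, a prostaglandin transporter (0.87 against -0.62 in podocytes). The share of differences higher in mesangial cells was 37.8% against podocytes and 40.4% against gECs, and 48.1% and 53.5% with RLE factors, and 51.8% and 56.4% with no filter.

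Across ages, the same genes tended to be called. In mesangial cells 1069 genes were higher at both 6 and 12 weeks, where 154.5 would be shared by chance, and 665 were lower at both (100.7 by chance), while 4 had opposite signs (265.3 by chance). Podocytes shared 861 higher genes between 6 and 12 weeks (151.3 by chance), and gECs shared 541 between 12 and 18 weeks (40.0 by chance). The ages have separate WT mice, so shared controls do not produce this overlap, although genes are not independent replicates.

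Perfusion of an isolated kidney was used in the study to ask what a raised hydrostatic pressure does to glomeruli, with the other, unperfused kidney of the mouse as the control. Immediate early and stress genes rose the most and transporters of the proximal tubule fell the most. Nr4a3, an immediate early nuclear receptor (ENSMUSG00000028341, chromosome 4, 48045153 to 48086447), rose from 0.516 ± 0.345 to 122.8 ± 19.4 CPM (SD, n = 3 each). Hspa1a, the heat-inducible HSP70 (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156), rose from 7.39 ± 3.05 to 783 ± 99.7 CPM (SD, n = 3 each). Slc5a2, the glucose transporter SGLT2 of the proximal tubule (ENSMUSG00000030781, chromosome 7, 128265657 to 128272430), fell from 887.5 ± 53.5 to 108 ± 83.1 CPM (SD, n = 3 each). The libraries also differed without overlap in their mitochondrial share (21.8% to 25.7% in perfused and 16.9% to 19.9% in unperfused glomeruli). They did so too in the share of counts from noncoding genes (17.9% to 21.7% and 11.7% to 12.9%). Mitochondrial ribosomal RNA made up 0.40% to 0.75% of their counts, so this mitochondrial share is not comparable with that of sorted cells.

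In perfused glomeruli 2736 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (1484 higher, 1252 lower, 1541 of them at least 2-fold), of 15097. All 2736 had perfused and unperfused libraries that did not overlap, as did 6824 of the 15097 tested, where chance gives 10% for 3 against 3. With the pair as a block 1075 genes were called (644 higher, 431 lower), and 976 of them were among the 2736. Among genes with a mean log2 CPM of at least 3, the top were Nr4a3 (log2 fold change 7.89 ± 0.44, adjusted p = 0.00113, 3 of 3 libraries higher), Atf3 (7.73), Egr2 (7.08), Fosb (6.77), Hspa1a (6.73), Egr3 (6.71), the protease gene Adamts4 (6.55), Hspa1b (6.08), Nr4a2 (5.89) and Fos (5.86). Genes that fell strongly were F5 (-3.47 ± 0.74, adjusted p = 0.0276, 3 of 3 libraries lower), Slc5a12 (-3.46), Clec2h (-3.43), Myrf (-3.42), Apob (-3.39), Sectm1b (-3.36), Slc5a2 (-3.04), Slc6a19 (-2.97) and Gatm (-2.96). All 24 immediate early genes rose (median 4.13; adjusted p = 0.217 with an estimated correlation), as did 20 of 21 NF-kB genes (median 3.04, such as Cebpb 3.21 and Tnfaip3 3.44; adjusted p = 0.186 with an estimated correlation).

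Mechanosensitive targets were among the genes that rose. Of 31 MRTF/SRF targets, 18 rose and none fell (24 higher adjusted over the list alone), with a median of 1.22 and adjusted p = 0.395 with an estimated correlation. With the pair as a block 6 of them rose (median 1.26), and the calls of Acta2, Tagln, Myl9 and Mkl1 did not hold (adjusted p = 0.0944, 0.0643, 0.0772 and 0.0749 with the block). Acta2 went from 70.0 ± 26.5 to 175 ± 54.5 CPM (SD, n = 3 each), a log2 fold change of 1.32 ± 0.35 (adjusted p = 0.0432, 3 of 3 libraries higher), and Tagln (from 30.5 ± 13.8 to 86.6 ± 23.0 CPM; SD, n = 3 each), Myl9 (1.33), Pdlim7 (2.06), Srf (1.75) and Mkl1 (0.60) also rose. Of 21 YAP/TEAD targets 8 rose and none fell (9 higher and 1 lower adjusted over the list alone; adjusted p = 0.364 with an estimated correlation). Cyr61 went from 44.3 ± 11.6 to 627 ± 109 CPM (SD, n = 3 each) and Ankrd1 rose by 3.25, whereas Ctgf (0.85), Mkl2 (0.27), Yap1 (0.25), Nt5e (0.41) and Podxl (0.62) were not called. Markers of glomerular cells moved the same way in these libraries: 8 of 10 gEC markers were higher (median 1.21), 2 of 6 mesangial markers (0.96) and 0 of 14 podocyte markers (0.57), as were 3 of 9 smooth muscle markers (1.11). Proximal tubule markers were lower (6 of 10, median -1.52), as were erythroid (3 of 5) and distal nephron markers (2 of 8). Other endothelium (3 of 4), fibroblast (2 of 3), renin cell (1 of 2), parietal (1 higher and 1 lower of 4) and immune markers (2 higher and 1 lower of 11) had members that rose.

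Interstitial matrix (14 of 29 higher, such as Col1a1 1.79), basement membrane (4 of 17, Hspg2 1.35), TGF-beta and BMP (9 of 15, Tgfb3 2.13) and angiogenic genes (13 of 24, with 1 lower, such as Nos3 1.88) rose with perfusion and none of the first 3 lists had a lower member. With the pair as a block 9 interstitial matrix, 3 TGF-beta and BMP and 7 angiogenic genes rose, and the basement membrane calls did not hold (Hspg2, adjusted p = 0.0532 with the block). Adjusted over the list alone these were 21, 9, 9 and 15 higher without the block, and the adjusted p was 0.395, 0.575, 0.34 and 0.46 with an estimated correlation. Interferon genes (3 of 19, Irf1 2.33) and MHC class I (1 of 14, H2-Q4 1.42) were called higher and oxidative phosphorylation lower (2 of 36, Sdha -0.93), with adjusted p = 0.523, 0.559 and 0.575 with an estimated correlation. The calls of H2-Q4 and Sdha did not hold with the pair as a block (adjusted p = 0.0504 and 0.0968 with the block). Glycolysis, cholesterol, fatty acid, proliferation, unfolded protein and NRF2 lists were not called.

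The perfusion count rested on few libraries: it was 435 without perfused library 1, 747 without perfused 3, 545 without unperfused 1 and 742 without unperfused 3 (shares higher 75.9%, 62.2%, 66.8% and 70.9% in place of 54.2%). It was 113 with the covariate of smooth muscle, tubule and immune markers and 4574 with DESeq2. With the deposited TPM the share higher was 24.5%, and the median of all genes moved by -0.15.

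**Figure D4:**
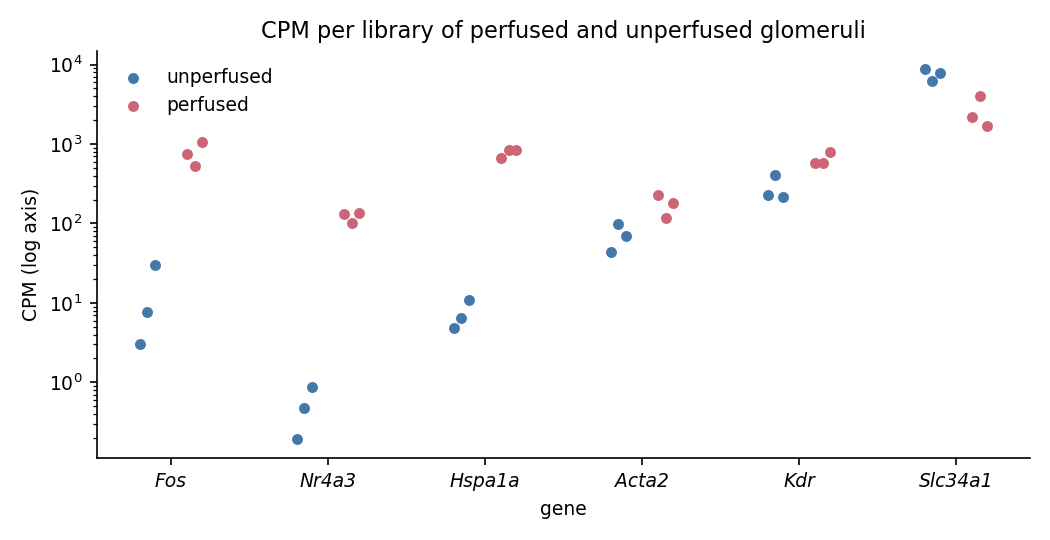
CPM (log axis) of Fos, Nr4a3, Hspa1a, Acta2, Kdr and Slc34a1 in each of 3 unperfused and 3 perfused preparations of glomeruli. Fos goes from a mean of 13.5 to 783.5 CPM.

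The ob/ob effects were set beside the effect of perfusion across genes. In gECs at 12 weeks 248 genes were higher in both (96.7 by chance), and in mesangial cells at 12 weeks 263 (173.8 by chance), but 452 mesangial calls had opposite signs (345.4 by chance). For mesangial cells at 18 weeks the Pearson correlation across genes was the lowest, at -0.111 (Spearman -0.137), and 484 calls had opposite signs (287.2 by chance). It was highest in gECs at 12 weeks (0.149, Spearman 0.104) and podocytes at 12 weeks (0.116, Spearman 0.075). In podocytes at 12 weeks 217 genes were higher in both (131.9 by chance) and 238 calls had opposite signs (247.9 by chance). The other Pearson correlations with perfusion lay between -0.025 and 0.021. Genes are not independent replicates, so these correlations carry no p. Since the ob allele was bred into BTBR, the called genes around Lep were counted. At 12 weeks 26 of 113 genes within 10 Mb of Lep were called in mesangial cells against 4014 of 17840 elsewhere (odds ratio 1.03, 95% interval 0.636 to 1.61, p = 0.91 by Fisher's exact test). The odds ratio was 0.696 in podocytes (p = 0.22 by the same exact test) and 0.555 in gECs (p = 0.167 by the same exact test). Over all ages it was highest in mesangial cells at 18 weeks (1.19, 95% interval 0.728 to 1.87, p = 0.473 by the same exact test).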

Values the study reported

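The paper reports that genes changed in both its single-cell and its bulk data of glomerular cells came to 194, and that 106 of them were regulated in microdissected glomeruli of patients with diabetic nephropathy. The single-cell and patient data are not part of these libraries, so no measure here compares with those counts.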

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

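The tests of smooth muscle cells, of stress in the sort and of both explanations for the perfused glomeruli were chosen only after the result was seen, while the splits of the samples and the test of other endothelium were set beforehand.

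Single libraries lay far from the others of their group in 18 of 108 groups of values, where chance gives about 1 in 20 (5.4). In depth, female 4 of WT gECs at 6 weeks was high at 35.0 M counts and male 4 of ob/ob mesangial cells at 12 weeks low at 18.7 M. The mitochondrial share of male 1 of WT podocytes at 12 weeks was high at 9.56%. The median correlation with the other libraries of the group was low for mesangial WT male 1 (0.939) and ob/ob male 4 (0.963) at 12 weeks, podocyte WT male 1 at 12 weeks (0.965), gEC WT male 1 (0.963) and ob/ob female 3 (0.956) at 6 weeks, and gEC WT female 2 at 18 weeks (0.968). It was high for podocyte ob/ob female 3 at 18 weeks (0.982).

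Marker genes also set libraries apart. Proximal tubule markers, as mean log2 CPM, were high in ob/ob male 1 at 18 weeks in all 3 cell types (2.36 in mesangial cells, 1.86 in podocytes and 3.43 in gECs) and in mesangial ob/ob female 1 at 6 weeks (-0.46), and low in podocyte WT male 3 at 6 weeks (-1.62). Immune markers were high in mesangial ob/ob male 1 at 12 weeks (-1.67). Smooth muscle markers were high in podocyte WT male 4 at 12 weeks (2.24) and low in gEC WT female 1 at 6 weeks (1.01).

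The ob/ob effect differed by a direct test between groups. Between 18 and 6 weeks it differed for 83 genes in mesangial cells, 33 in podocytes and 19 in gECs, between the sexes for 1 gene in mesangial cells, and between cell types for 4351 (mesangial and podocyte), 3842 (mesangial and gEC) and 3081 genes (podocyte and gEC). The log2 differences between the ages were -1.12 for Ltbp4, -1.76 for Postn, 2.18 for Aldh1a2 and -1.24 for Mustn1 in mesangial cells. In podocytes they were 1.77 for R3hdml, -1.68 for Scd1, 0.53 for Acsl1 and 0.60 for Lipe, and in gECs 1.48 for Cd93, 2.10 for Plvap, -1.48 for Ednrb and 1.60 for Sparcl1. Mesangial minus podocyte differences were 3.03 for Tmtc1, -1.56 for Iqgap1, -1.53 for Hdac7 and -1.62 for Agap1. Mesangial minus gEC differences were 2.52 for Tmtc1, -1.63 for Ucp2, -1.70 for Stard13 and -3.0 for Plvap, and podocyte minus gEC differences 2.17 for Cobll1, 1.51 for Hdac7, 1.41 for Iqgap1 and -1.50 for Slco2a1.

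Chance in how the samples were grouped can be excluded for the 9 comparisons of ob/ob with WT, where the real split was the 1 of 40 with a count as large. The real counts and the highest of the other splits were 2313 and 4, 4040 and 3, and 3471 and 6 in mesangial cells at 6, 12 and 18 weeks, 2826 and 2, 3075 and 4, and 1963 and 4 in podocytes, and 1233 and 1, 1833 and 1201, and 1131 and 1 in gECs. The split of the gECs at 12 weeks with 1201 calls points to a structure of those samples, in which female 2 (median correlation 0.924), male 1 (0.944) and male 2 (0.960) of WT stand apart. For the age differences in mesangial cells (83, highest other 8) and podocytes (33, highest other 2) the real count was the highest. The same held for the cell types (4351 against 6, 3842 against 3 and 3081 against 4, in 22 splits). Splits that regroup ages or genotypes also move the main effects into the spread, which can lower their counts. Age accounted for 97.8% of the first principal component in podocytes and 78.5% in mesangial cells. These splits therefore do not exclude chance for a difference between effects. For the age difference in gECs (19, highest other 23, 2 of 40 splits as large), chance cannot be excluded either. The same holds for the sexes in mesangial cells (1, highest other 9, 3 of 40). For the sexes in podocytes and gECs the splits say nothing, because with real counts of 0 and 0 by edgeR (629 and 794 at an unadjusted p under 0.05, highest other 1 in each) 40 of 40 are as large by construction. For perfusion the 10 splits are too few for such a share (2736, highest other 0), and among the 4 that part all 3 pairs the highest other was also 0, while the remaining 6 splits keep 2 pairs together.

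MRTF/SRF targets were higher in perfused glomeruli (18 of 31, median 1.22, quartiles 0.774 and 1.48; 6 with the pair as a block, median 1.26), and a candidate explanation is that the perfused preparations held more glomerular cells and less tubule. The median of the targets lay 0.34 above that of 30 glomerular markers (0.886, quartiles 0.57 and 1.20; permutation p = 0.049), but genes move together, the quartiles overlap, and the fibroblast and renin cell markers lay above the targets (1.43 and 1.78). The median was 1.36 with the planned covariate of smooth muscle, tubule and immune markers and 0.54 with the glomerular marker covariate, and 0 of the 31 targets were called by edgeR with either, in comparisons that then called 113 and 3 genes of all. A further explanation is the time outside the body at body temperature rather than the pressure: all 24 immediate early genes were higher, and no unperfused kidney was kept warm as long. More glomerular cells, handling and the pressure itself cannot be told apart here, because no library separates them, and the mitochondrial and noncoding shares of the perfused libraries were also higher without overlap (lowest 21.8% and 17.9%, highest unperfused 19.9% and 12.9%).

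MRTF/SRF targets were also higher in ob/ob mesangial cells (22, 22 and 16 of 30). Smooth muscle cells that express Myh11 are argued against as the cause of the whole pattern, since Myh11 (7.14 CPM on average) changed by -0.98 ± 0.49, 0.04 ± 0.47 and 0.05 ± 0.52, 4 smooth muscle markers outside the list had medians of -0.08, -0.69 and -0.85 (mean -0.54) where the targets had 0.53, 0.42 and 0.34, and 20, 20 and 14 of 27 targets were higher without Acta2, Tagln, Myh11 and Cnn1. However, Smtn among the 4 has a high baseline (436 CPM) that would hide a small share. Lmod1, a smooth muscle gene kept among the 27, rose by 2.17, 3.39 and 2.35. Ren1, a gene of renin cells at the arteriole, rose by 2.03, 2.08 and 2.40. Contractile or renin cells with little Myh11 were therefore not tested and stay open in these libraries. The paper separates mesangial cells from smooth muscle and renin cells in its single-cell data. It reports changes of Acta2 and Tagln in glomerular cell types in single-cell and bulk data. By staining it reports nuclear MRTFB in mesangial cells of diabetic mice. Its single-cell and staining data are not part of these libraries. Stress during isolation and sorting is argued against at 18 weeks by the fall of the immediate early genes (median -0.71), and stays open at 6 and 12 weeks, where the higher of both medians was -0.19 and few members were called. The diabetic genotype, which the design names, also stays open, and the list call did not hold with an estimated correlation at any age.

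Markers of other endothelium (Plvap, Fbln2, Vwf and Gja5) were higher in ob/ob gECs at 12 and 18 weeks (Gja5 at 18 weeks not without ob/ob male 1), and endothelial cells from outside the glomerulus in the sort may explain this. Of 17 further arterial, capillary and venous genes, 6 were higher at 12 weeks and 9 at 18 weeks, so the bound set beforehand, 0.5 of these genes, was missed at 12 weeks and met at 18 weeks. Against WT gECs at 12 weeks, Mgp went from 2.86 to 20.6 CPM and Gpihbp1 from 34.2 to 109 CPM, while Cd300lg stayed at 437 CPM and the glomerular gene Ehd3 was not called (2860 to 2241 CPM, adjusted p = 0.0525 in edgeR, log2 fold change -0.35). The sort took cells with podocalyxin and without CD73 and CD45, which removes blood cells and not every other endothelium. Cells from outside the glomerulus and a change within gECs in ob/ob mice cannot be told apart, because single cells were not measured in these libraries.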

How the results depend on the processing

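Removal of the libraries that stand apart, removal of ob/ob male 1 at 18 weeks, thinning to the lowest depth and the glomerular marker covariate were chosen only after seeing the data; all other alternatives were planned. Of 142 counts of called genes or lists under an alternative, 125 stayed within 1.5 times the reported count, 12 were lower and 5 higher. A count has no direction, and the share of calls that were higher changed sides under some alternatives. With the deposited TPM it was 36.3% in place of 57.3% in mesangial cells at 18 weeks. In podocytes at 6 weeks it was 34.4% in place of 59.6%, whereas in mesangial cells at 6 weeks it was 63.2% in place of 63.8%.

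In mesangial cells at 6 weeks the deposited TPM gave 1522 genes in place of 2313. Podocytes at 18 weeks (1963) gave 917 with the marker covariate and 3592 with TPM. In gECs at 6 weeks (1233) TPM gave 702, and removal of the libraries that stand apart (ob/ob female 3 at 6 weeks, WT female 2, male 1 and male 2 at 12 weeks, ob/ob male 1 at 18 weeks) gave 3617. In gECs at 12 weeks (1833) that removal gave 3965 and each age modelled alone 1001, and at 18 weeks (1131) each age alone gave 1729. The cause was not tested.

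The perfusion count (2736) ranged from 435 to 3480 when 1 library was left out: 435 without perfused 1, 2591 without perfused 2, 747 without perfused 3, 545 without unperfused 1, 3480 without unperfused 2 and 742 without unperfused 3. It was 1075 with the replicate number (the pair of kidneys) as a block, 4574 with DESeq2, 113 with the marker covariate and 3 with the glomerular marker covariate, which use up degrees of freedom among 6 libraries. The cause was not tested further. With the pair as a block, the printed perfusion genes whose call changed are Acta2, Tagln, Myl9, Mkl1, Hspg2, H2-Q4 and Sdha, and no call of a perfusion list changed.

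With an estimated correlation 8 of the 104 list calls held, and fry called 88 of 170. RLE factors gave 104 list calls (all 104 shared), no filter 119 (104 shared), DESeq2 104 (102) and the block 113 (102), without the calls of NRF2 genes in podocytes and interferon genes in gECs at 18 weeks (adjusted p = 0.0577 and 0.0514 with the block). WT and ob/ob mice are different animals that share a number. Residuals of libraries with the same number correlated by 0.013, 0.011 and 0.032 on average in mesangial cells, podocytes and gECs. For other numbers this was -0.034, -0.027 and -0.036 (permutation p = 0.056, 0.016 and 0.026). Libraries with the same number were thus slightly more alike in podocytes and gECs, and what the number stands for was not tested. With the number as a block the share of mesangial calls that were higher at 12 weeks was 56.9% in place of 46.5%. The MRTF/SRF list kept its direction and its side of the threshold in 61 of 61 values under RLE, no filter, DESeq2, the block, the marker covariates and without Acta2, Tagln, Myh11 and Cnn1. With an estimated correlation, which is not among these values, its call held in 1 of 10 comparisons (gECs at 12 weeks, adjusted p = 0.042). In 30 of 30 values the correlations with perfusion moved by less than their spread over the ages and the odds ratios near Lep kept their side of the threshold. Calls of named genes were the same in 660 of 666 values with RLE, 646 of 666 with no filter, 642 of 665 with DESeq2 and 627 of 666 with the block. With the deposited TPM 6 of the 104 called lists changed the sign of their median and 0 of the 551 calls of named genes changed direction.

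Depth was lowest at 18 weeks (median 17.5 M). With all sorted libraries thinned to the lowest depth (14.8 M) each of the 9 counts of ob/ob against WT stayed within 1.5 times. In mesangial cells 16157 genes were then tested in place of 17953, and at 12 weeks 3881 were called in place of 4040, with 325 in place of 404 among genes under a mean log2 CPM of 1. Without ob/ob male 1 the counts at 18 weeks were 3140 in mesangial cells, 1791 in podocytes and 983 in gECs. With 3 against 3 perfusion libraries and 200 changed genes, simulated changes of 2-fold were found for 17.9% of genes.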

Other observations

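The test of genes near Lep was set beforehand, while the shares of noncoding genes were looked up only after the data were seen.

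Genes around Lep were tested because DNA of the strain that gave the ob allele could mark that region with its own differences. The highest odds ratio of the 3 cell types at 12 weeks was 1.03 (mesangial cells, interval 0.636 to 1.61), and over all ages 1.19 (mesangial cells at 18 weeks, interval 0.728 to 1.87), so the intervals include 1 and leave room for a moderate excess. Genes within 10 Mb of Lep made up 26 of the 4040 mesangial calls at 12 weeks and 25 of the 3471 at 18 weeks, which argues against donor DNA in that region as a source of many calls. It does not exclude single genes.

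Among sorted libraries the highest share of counts from noncoding genes in WT gECs at 12 weeks was 12.9%, with a group mean of 8.49 ± 2.26% (SD, n = 8). Libraries of different cell types with the same genotype, age, sex and number had residuals that correlated by 0.096 on average between mesangial cells and gECs, against -0.02 for other numbers (permutation p = 1e-05, the smallest that the permutations can give). Lep counts summed to 4 in all WT and 9 in all ob/ob libraries.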
